# EFFICIENT RIBOSOMAL RNA DEPLETION FROM *DROSOPHILA* TOTAL RNA FOR NEXT-GENERATION SEQUENCING APPLICATIONS

**DOI:** 10.12688/wellcomeopenres.23509.2

**Published:** 2025-05-13

**Authors:** Omkar Koppaka, Shweta Tandon, Ankita Chodankar, Awadhesh Pandit, Baskar Bakthavachalu

**Keywords:** Drosophila, rRNA, RNase H, Next-Generation Sequencing

## Abstract

We developed a cost-effective enzyme-based rRNA-depletion method tailored for *Drosophila melanogaster*, addressing the limitations of existing commercial kits and the lack of peer-reviewed alternatives. Our method employs single-stranded DNA probes complementary to *Drosophila* rRNA, forming DNA-RNA hybrids. These hybrids are then degraded using the RNase H enzyme, effectively removing rRNA and enriching all non-ribosomal RNAs, including mRNA, lncRNA and small RNA. When compared to a commercial rRNA removal kit, our approach demonstrated superior rRNA removal efficiency and mapping percentage, confirming its effectiveness. Additionally, our method successfully enriched the non-coding transcriptome, making it a valuable tool for studying ncRNA in *Drosophila*. The probe sequences and rRNA-depletion protocol are made freely available, offering a reliable alternative for rRNA-depletion experiments.

## Plain language summary

*Drosophila melanogaster* is a model organism that plays an important role in understanding various conditions in health and disease. RNA helps in the maintenance of organismal health, while dysregulation leads to diseases. Various methods are available to study RNA expression at small- and large-scale levels. One of the most useful of these is the method called RNA sequencing. However, for good quality data, the rRNA, which is around 80% of total RNA, has to be removed. We use custom single-stranded DNA probes, which bind to the rRNA molecules. These rRNA:ssDNA complexes can then be removed using RNAse H, which specifically depletes RNA:DNA hybrids. Using this method, we were able to deplete ~97% of rRNA.

## Introduction

*Drosophila melanogaster* has emerged as a key model organism due to rapid generation time, easy maintenance, well-characterized genome and low experimental cost ( Mirzoyan *et al.*, 2019; Tolwinski, 2017). With a genome that shares ~60% homology with humans of which 75% are linked to human diseases ( Adams *et al.*, 2000; Banfi *et al.*, 1996; Fortini *et al.*, 2000), *Drosophila* plays a critical role in studying numerous conditions such as neurodegeneration, cardiac diseases, metabolic disorders and even rare human diseases ( Goodman & Bellen, 2022; Kim *et al.*, 2021; Link & Bellen, 2020; Souidi & Jagla, 2021). Beyond disease models, *Drosophila* is also essential for exploring normal physiology and gene regulation, as its transcriptome provides insights into conserved cellular mechanisms and gene interactions fundamental to development and cellular function ( Hardin *et al.*, 1990; Harvey *et al.*, 2003; Nüsslein-Volhard & Wieschaus, 1980). This model organism enables researchers to investigate gene regulation under a range of conditions, advancing our understanding of both healthy and pathological states.

RNA expression plays a crucial role in maintenance of physiological balance, as evidenced by the fact that dysregulation of RNA leads to several pathological conditions ( Bradley & Anczuków, 2023; Nemeth *et al.*, 2024). To understand the roles of RNA expression in physiological and pathological conditions, identifying both global and tissue-specific gene expression patterns is crucial. Earlier methods, such as Sanger sequencing, Northern blotting, and qRT-PCR, were both labor and time-intensive and could only analyze a small portion of the transcriptome. The introduction of high-throughput methods, such as RNA sequencing and its variants, have transformed transcriptomic research ( Daines *et al.*, 2011; Tang *et al.*, 2009; Wang *et al.*, 2009). RNA sequencing now allows for comprehensive profiling of gene expression, providing a broad and detailed view of transcriptomic dynamics. These advancements have significantly improved our capacity to study complex biological processes and diseases at a molecular level, advancing our understanding of various complex conditions.

Ribosomal RNA (rRNA), the most abundant type of RNA, typically constitutes about 80% of total RNA ( Singer & Berg, 1991), posing a significant challenge for profiling the RNA types relevant for gene expression studies. Therefore, it must be removed from total RNA before sequencing, to allow for the enrichment of high-value targets ( Huang *et al.*, 2011; O’Neil *et al.*, 2013). Currently, two methods exist for rRNA removal: polyA-enrichment and rRNA-depletion. PolyA-enrichment is widely used because of its cost-effectiveness and ability to work effectively with low sequencing depth, often providing better coverage compared to rRNA depletion at equivalent sequencing depth. Unfortunately, polyA-enrichment sometimes leads to a 3’ end bias ( Tariq *et al.*, 2011) which renders it less effective for low-quality RNA or Formalin-Fixed Paraffin-Embedded (FFPE) tissue samples, which generally have degraded RNA ( Kellman *et al.*, 2021; Zhao *et al.*, 2014). While this means that rRNA that lack polyA tail are eliminated, it also leads to the loss of many non-coding RNA (ncRNA) lacking a polyA tail. rRNA-depletion, which focuses on the elimination of rRNA rather than the selection of a particular class of RNA serves as a much better alternative for low-quality and degraded RNA while also enriching the non-coding RNA that would otherwise be lost in the polyA-selection method ( Cui *et al.*, 2010; Kissopoulou *et al.*, 2013). Depletion of rRNA generally depends on the principle of hybridization of single-stranded rDNA probes to rRNA. Thus, for efficient rRNA depletion and minimal off-target activity, these probes need to be highly specific for the species in which rRNA depletion must be done. This restricts the use of the kits to the intended organisms and those that share their conserved rRNA regions ( Kraus *et al.*, 2019). rRNA sequences are relatively conserved across eukaryotes, especially higher eukaryotes. Hence, kits developed for humans also work for rats and mice. However, in the case of insects, the ribosome biogenesis pathways are different. The 28S rDNA has 2 types of insertions; while Type I insertion resembles mammalian rDNA with a single block for 28S rDNA, Type II insertion has 2 blocks of 28S rRNA that are separated from each other by 5.4 kb of DNA ( Glover & Hogness, 1977; Pellegrini *et al.*, 1977; Tautz *et al.*, 1988; White & Hogness, 1977). 28S rRNA is transcribed from these rDNA along with 5.8S and 18S as a single large precursor. Following splicing, the 28S rRNA undergoes further processing through an unknown mechanism which leads to fragmentation of the 28S rRNA into α and ß fragments ( Dawid & Wellauer, 1978; Kidd & Glover, 1981; Winnebeck *et al.*, 2010). Due to this fragmentation of the insect rRNA during processing, the commonly available kits used for vertebrate rRNA depletion, such as RiboZero and RiboZero Gold do not completely remove 5S rRNA or 28S rRNA, which leads to low mapping and sequence coverage. Thus, most commercially available kits do not recommend using kits developed for a particular organism or group of organisms to be used for rRNA depletion in other organisms ( Figure 1A). This inefficiency can negatively impact downstream analyses, such as sequence mapping and coverage. Due to the lack of an efficient protocol, several previous studies have performed rRNA depletion using commercial kits designed for vertebrates in *Drosophila* ( Table 1).

**Figure 1.**
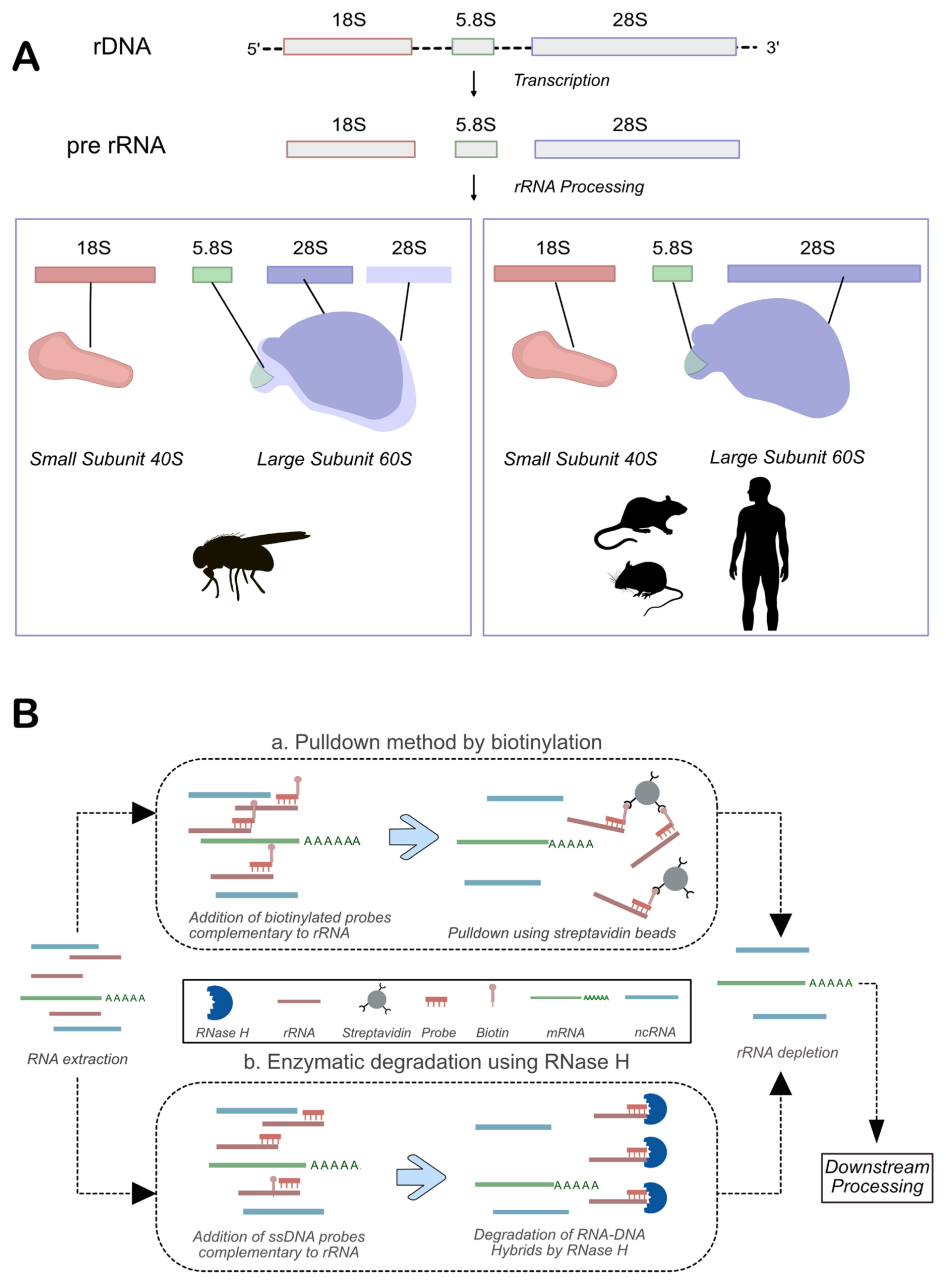
rRNA biogenesis and depletion methods. **A**) The rRNA biogenesis pathways differ in *Drosophila* and Mammals. While mammals have one fragment of 28S rRNA, Drosophila 28S rRNA has 2 fragments: α and ß. ( **B**) A schematic for using biotinylated probes or RNAse H for rRNA-depletion.

**Table 1.** rRNA-depletion kits previously used for *Drosophila* samples.

Name of Kit	Recommended Species	Notes	Reference
Tecan Ovation ^®^ RNA-Seq System V2	-	cDNA synthesis without polyA selection or rRNA depletion	( Hughes *et al.*, 2012)
Zymo-Seq RiboFree Total RNA library Kit	Any	20% of Insect rRNA remains undepleted	( Talross & Carlson, 2023)
Illumina Ribo-Zero™ Gold Kit	HMR	Currently Unavailable	( Chen *et al.*, 2016)
Illumina Ribo-Zero rRNA removal kit	HMR	Currently Unavailable	( Pritykin *et al.*, 2017)
Thermo Fisher Scientific RiboMinus™ Eukaryote Kit for RNA-Seq	HMR	Low compatibility with *Drosophila* as stated by the manufacturer	( Lefebvre *et al.*, 2017; Lim *et al.*, 2013; Mugat *et al.*, 2015)
QIAseq FastSelect-rRNA Fly kit	Fly	Inhibits rRNA reverse transcription to cDNA	( de Queiroz *et al.*, 2025; Malwade *et al.*, 2024; Ye *et al.*, 2024)
riboPOOL kit	Fly	Available for both intact and degraded RNA	( Kaneko *et al.*, 2024; van Lopik *et al.*, 2023)

*(HMR – Human, Mouse and Rat)*.

However, due to these reasons mentioned earlier, kits developed for mammals that were used in earlier studies are no longer available or not recommended for use with *Drosophila* samples. However, there are a few promising developments in *Drosophila*-specific rRNA depletion kits like Zymo's Seq RiboFree Total RNA Library Kit, which claims to remove approximately 80% of *Drosophila* rRNA. Also, Qiagen has developed a QIAseq FastSelect–rRNA Fly Kit specifically for *Drosophila* rRNA removal. Similarly, siTOOLs has developed Fly specific riboPOOL kits which use biotinylated probes to deplete rRNA in intact and fragmented RNA samples. Despite the availability and time-saving benefits of commercial kits, they are often inefficient and exorbitantly priced, leading some labs to opt for in-house preparation of rRNA-depletion methods.

There are two primary methods for removing rRNA, each with its own set of advantages and limitations. The first approach, known as pulldown, involves the use of biotinylated DNA oligos that are complementary to rRNA sequences. These oligos hybridize with the rRNA, and the resulting RNA-DNA hybrids are captured using streptavidin-conjugated beads. Once bound, the rRNA can be efficiently removed ( Bhagwat *et al.*, 2014; Chen & Duan, 2011; Culviner *et al.*, 2020). While this method is highly specific and effective for rRNA depletion, it is less suitable for fragmented or degraded RNA samples. The high specificity of the pulldown probes means that if the RNA is fragmented, only portions of the rRNA may bind to the probes, leaving residual rRNA in the sample. Additionally, it requires a large initial amount of starting material, which may not always be feasible. An alternative method is enzymatic depletion, which also relies on the formation of RNA-DNA hybrids ( Baldwin *et al.*, 2021). In this case, the RNase H enzyme is employed to degrade the rRNA specifically bound to the complementary DNA oligos ( Figure 1B). This method has the advantage of being effective even with low-quality or degraded RNA ( Wahl *et al.*, 2022). However, different species require the design of species-specific probes for optimal performance. Both techniques have been used to develop in-house rRNA-depletion kits for *Drosophila*. Biotinylated probes have been developed to remove various rRNA fractions ranging from 2S to 28S rRNA ( Fowler *et al.*, 2018; Thompson *et al.*, 2020). RNase H dependent enzymatic degradation has also been used for the depletion of 5.8S, 18S and 28S rRNA ( Haugen *et al.*, 2024). However, the probe sequences have not been made publicly available.

To address these challenges, we have designed rRNA probes specific for *Drosophila melanogaster* rRNA sequences and demonstrate effective and reproducible depletion of rRNA from adult *Drosophila* brain samples. We make the probe sequences freely available for use by the research community. Our study provides a comprehensive protocol for rRNA-depletion using the RNase H method, from probe design to data analysis, enabling other researchers to replicate and adapt this approach for their studies in *Drosophila melanogaster* and other closely related species.

## Methods

### Fly rearing and genetics

*Drosophila* Canton-S stocks were maintained at 25 ±1°C on cornmeal-sugar-agar media.

### RNA extraction

RNA was extracted from the brains of 5-day-old adult *Drosophila* (N=15) dissected in 1X PBS using TRIzol (Cat No. 15596026, Thermo Fisher Scientific). Briefly, ~15 brains were homogenized in 500 µl of TRIzol until fully dissolved. Subsequently, 100 µl of chloroform was added, and the mixture was vortexed briefly and centrifuged at 13,000g for 10 minutes at 4°C. The aqueous phase was transferred to a fresh tube containing 250 µl of isopropanol to precipitate RNA. The RNA pellet was washed with 70% ethanol and dissolved in 10 µl of nuclease-free water. RNA quality was evaluated using the Agilent Tapestation 4200 before cDNA synthesis, library preparation, and sequencing.

### Probe design and reconstitution

Sequences for 5S (URS00003B4856_7227), 5.8S (URS00005FF212_7227), 18S (URS0000A575BB_7227) and 28S (URS0000A53741_7227) rRNA were sourced from RNAcentral ( Sweeney *et al.*, 2019). Probes were designed using the NEBNext Custom RNA Depletion Design Tool. These probes were analyzed using BLAST to assess potential off-target effects, employing default parameters with specific adjustments for "Organism" ( *Drosophila melanogaster*) and "Optimize for" (blastn) ( Altschul *et al.*, 1990). Subsequently, a final list of probes which covered 98% of rDNA (Table S1) was synthesized by Integrated DNA Technologies, Pvt. Ltd. and reconstituted in nuclease-free water to achieve a stock concentration of 250 µM. These probes were then pooled together, resulting in a final concentration of 2 µM per probe.

### Depletion of rRNA using custom probes

Total RNA which was extracted was split for PolyA enrichment and rRNA depletion. All libraries were prepared using 100 ng of total RNA for poly(A)-selection method and 1 µg of total RNA for rRNA depletion. 2 biological replicates were prepared for PolyA enrichment and rRNA depletion using custom probes. For Poly(A)-enrichment of mRNA, Illumina libraries were prepared using NEBNext Ultra II Directional RNA Library Prep kit (E7765L) and sequenced with Illumina NovaSeq 6000 system. rRNA-depletion was performed as recommended by NEBNext RNA Depletion Core Reagent protocol. Briefly, the RNA integrity was confirmed on an Agilent Tapestation 4200 and samples with at least 7.0 RIN values were used for experiments. The total RNA (500–1000 ng), 2 μL of the 2μM probe pool, 2 μL of the 2μM NEBNext probe hybridization buffer (E6314) and nuclease-free water were mixed to a total volume of 15 μL. This mixture was then incubated at 95°C for 2 min, a touchdown from 95°C to 22°C (0.1°C/sec) and a 5-min hold at 22°C. NEBNext RNA Depletion Core Reagent Set (E7865S) was used for depletion of rRNA where we set up a reaction with 2 μL NEBNext RNase H Reaction Buffer, 2 μL NEBNext Thermostable RNase H and 1 μL nuclease-free water and incubated for 30 min at 50°C. The RNase H treated sample was digested with DNase I and purified using NEBNext RNA Sample Purification Beads. The concentrations of purified RNA samples were measured using the Qubit HS RNA Assay. The purified rRNA-depleted samples were taken for library preparation using NEBNext Ultra™ II Directional RNA Library Prep with Sample Purification Beads (Catalogue no-E7765L) as per the manufacturer's protocol. The libraries were sequenced on the Illumina NovaSeq 6000 platform with a 2x100bp read length. Similarly, rRNA-depletion was performed as recommended by QIAseq FastSelect – rRNA Fly Kits protocol (Cat. No. / ID: 333262) using total RNA extracted from *Drosophila* S2 cells. The rRNA-depleted samples were processed using a similar protocol as described above.

### Data analysis

Sequenced files in FASTQ format were initially assessed for quality using FastQC ( Andrews, 2017/2024). Trimmomatic was used to trim the reads as per the following parameters: *-phred33 HEADCROP:6 LEADING:25 TRAILING:25 AVGQUAL:25 MINLEN:19* ( Bolger *et al.*, 2014). Once high-quality reads were confirmed, alignment was performed against the *Drosophila* dm6 reference genome, using STAR ( Dobin *et al.*, 2013). The count matrix was generated using the featureCounts package ( Liao *et al.*, 2014). Differential expression analysis was conducted using the DESeq2 package in RStudio ( Love *et al.*, 2014). Visualization of results was achieved with EnhancedVolcano for volcano plots and pheatmap for heatmaps ( Kolde, 2010). Picard ( *Broadinstitute/Picard*, 2014/2024) was utilized to calculate gene region coverage, while custom scripts were employed for generating Venn diagrams and bar plots. Ribodetector was used to estimate the rRNA content in each sample ( Deng *et al.*, 2022, p. 2). The softwares used in the study are listed in Table S4.

## Results

### Design and selection of custom probes for *Drosophila* rRNA-depletion

The effectiveness of rRNA removal using RNase H relies on successful hybridization between rRNA and single-stranded DNA probes with sequence homology. Poorly designed probes can impact downstream steps and compromise data quality, making probe design a critical step in rRNA depletion. For this purpose, we downloaded the sequences of *Drosophila melanogaster* 5S (URS00003B4856_7227), 5.8S (URS00005FF212_7227), 18S (URS0000A575BB_7227) and 28S (URS0000A53741_7227) rRNA from RNACentral and designed specific probes using the NEBNext Custom RNA Depletion Design Tool. This process generated 2, 2, 34, and 64 probes for 5S, 5.8S, 18S, and 28S rRNA, respectively. Since RNase H degrades RNA-DNA hybrid regardless of sequence, non-specific probes could inadvertently deplete sequences within our transcriptome of interest. To prevent this, we performed sequence homology searches using BLAST for all the probe sequences, ensuring that non-target RNA with homology to our probes would not be removed unintentionally.

Using the NEBNext Custom RNA Depletion Design Tool, our initial design generated 164 probes, many of which had overlapping sequences. After manual curation of the overlapping probes, we finalized a set of 102 probes (Table S1) that comprehensively covered 98 % of the 5S, 5.8S, 18S, and 28S rRNAs with minimal gaps.

### Custom-generated probes for RNase H based rRNA-depletion performed better than the commercial kit

RNA was extracted from *Drosophila* brains, and its quality was evaluated using an Agilent Tapestation 4200. The freshly isolated total RNA showed a prominent rRNA peak corresponding to the 18S size ( Figure 2B-i). Unlike mammalian rRNA, which produces two distinct peaks at approximately 1.9 kb and 5 kb for 18S and 28S respectively, *Drosophila* 28S rRNA is naturally fragmented into 28 *S* α and 28S ß which migrates close to the 18S rRNA, resulting in two prominent peaks at approximately 2 kb ( Winnebeck *et al.*, 2010). This total RNA was used for rRNA-depletion using the synthesized custom rRNA probes and RNase H as described in the methods section. The rRNA-depleted samples were evaluated using an Agilent Tapestation 4200, which showed a complete absence of peaks corresponding to 18S and 28S rRNA bands post-depletion ( Figure 2B-ii). An equivalent quality of total RNA extracted from S2 cells was used to deplete rRNA using the QIAseq FastSelect –rRNA Fly Kit. In parallel, we also enriched polyA RNA from both samples to compare the levels of rRNA and ncRNA with respect to rRNA-depleted samples.

**Figure 2.**
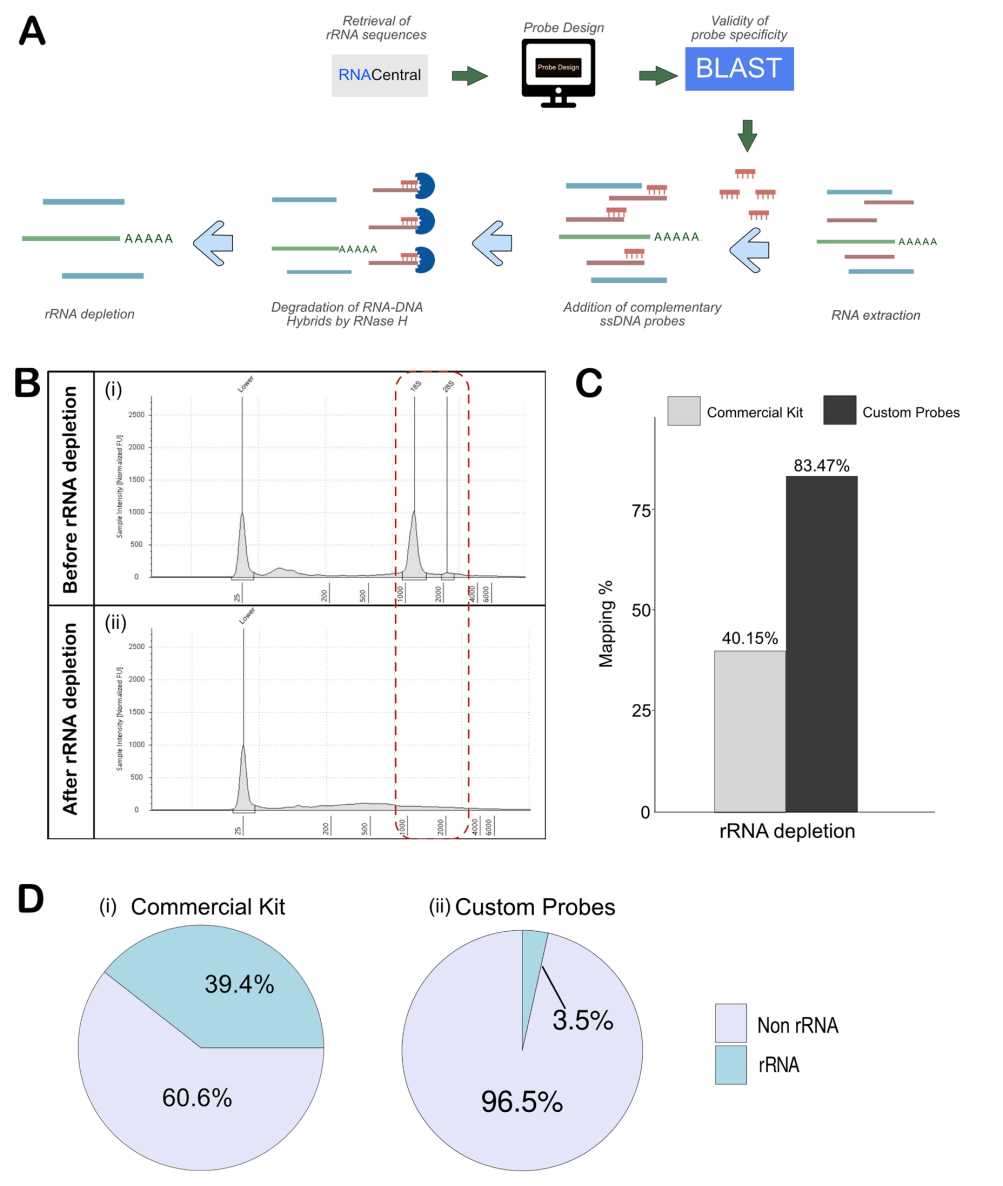
Efficient depletion of rRNA with RNase H using custom-generated probes. ( **A**) Schematic workflow for probe design and rRNA depletion using RNAse H. ( **B**) Tape station analysis shows the reduction in 18S and 28S rRNA after depletion. ( **C**) Mapping percentages of samples sequenced using commercial kit (Qiaseq fast Select-fly rRNA depletion kit) and custom probes (RNAse H Method). ( **D**) Mapped rRNA read percentage from the custom probe and RNAse H method and Qiaseq Fastselect - fly rRNA depletion kit.

Next-generation sequencing (NGS) libraries were generated for rRNA-depleted and polyA-selected RNA using NEBNext Ultra™ II Directional RNA Library Prep Kit. The libraries were sequenced on Illumina NovaSeq 6000, and the reads and quality scores are tabulated in Table S2. FastQC was used to assess the quality of sequenced reads that consistently returned a high quality across all samples, with per-base sequence quality scores exceeding 35.

With the data quality confirmed, the sequencing reads were trimmed as described in the methods section, before mapping to the *Drosophila melanogaster* reference genome (dm6) using STAR. In the samples where custom probes were used for rRNA depletion, the mapping was about 83.47%, which was quite comparable to the polyA-enriched sample. However, the commercial kit-based rRNA depletion removed the rRNA inefficiently, leading to just ~ 40% mapping as compared to the 83.2% mapping in the polyA-enriched sample ( Figure 2C, Table S2). The effectiveness of rRNA removal was determined using Ribodetector, which showed that samples prepared with the QIAseq FastSelect –rRNA Fly kit retained ~39% rRNA, which explains the poor mapping rate ( Figure 2D-i). On the other hand, the custom probe-based method retained just 3.5%, showing efficient rRNA depletion ( Figure 2D-ii). Given the lack of a sufficient number of publications using the QIAseq FastSelect -rRNA Fly kit, it might need optimization. However, our findings indicate that, in its current iteration, the probe-based RNase H method provides superior performance for rRNA depletion.

### Non-coding RNAs were identified in the rRNA-depleted samples

The purpose of using rRNA depletion sequencing rather than polyA-selection is to capture a broader population of ncRNAs, which typically lack polyA tail. To evaluate whether the rRNA-depletion method successfully enriched the non-coding transcriptome, we generated count matrices for both rRNA-depleted and polyA-enriched datasets from BAM files using featureCounts. 

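Total RNA from the brains of 5-day-old adult flies, about 15 brains per sample, was split by the authors for polyA enrichment, which retains RNAs with a polyA tail, and for rRNA depletion, in which DNA probes hybridize with rRNA and RNase H digests the hybrids. The paper gives an input of 100 ng of total RNA for polyA enrichment and 1000 ng for rRNA depletion, and its protocol for the depletion, like the sample labels, gives 500 to 1000 ng. There were 2 brain libraries of each kind, sequenced in reads of 100 bp. The authors trimmed the reads with Trimmomatic, aligned them to dm6 with STAR, counted them on genes with featureCounts and deposited raw counts without normalization. The total count was 14295047 in the library labelled rRNA-depleted 1, 12142737 in rRNA-depleted 2, 13821678 in polyA-enriched 1 and 11838449 in polyA-enriched 2. At these depths the smallest share that can be shown, 3 counts of the total, was between 2.1e-05% and 2.53e-05%. The S2 cell libraries were not analysed here.

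The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test, comparing the labelled groups over the 9737 genes with at least 10 counts in at least 2 of the 4 libraries. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1 in either direction. Because the total RNA was split and both groups carry the numbers 1 and 2, each test was also fitted with the replicate number as a block. As a check of this pairing, the deviations of same-numbered libraries from their group means were correlated across genes, which are not independent replicates, and Pearson's r was 0.902. This value would be as high if the number stood for anything else that differs between the libraries, so it does not show that same-numbered libraries share a total RNA. The first principal component of the log2 CPM held 51.2% of the variance and placed the libraries numbered 1 at 40.5 and 57.9 and the libraries numbered 2 at -60.3 and -38.0. The second held 46.3% and placed the libraries labelled rRNA-depleted at 59.6 and 33.7 and those labelled polyA-enriched at -41.0 and -52.3. As the largest component followed the number and not the label, each library is named by its label throughout.

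**Figure D1:**
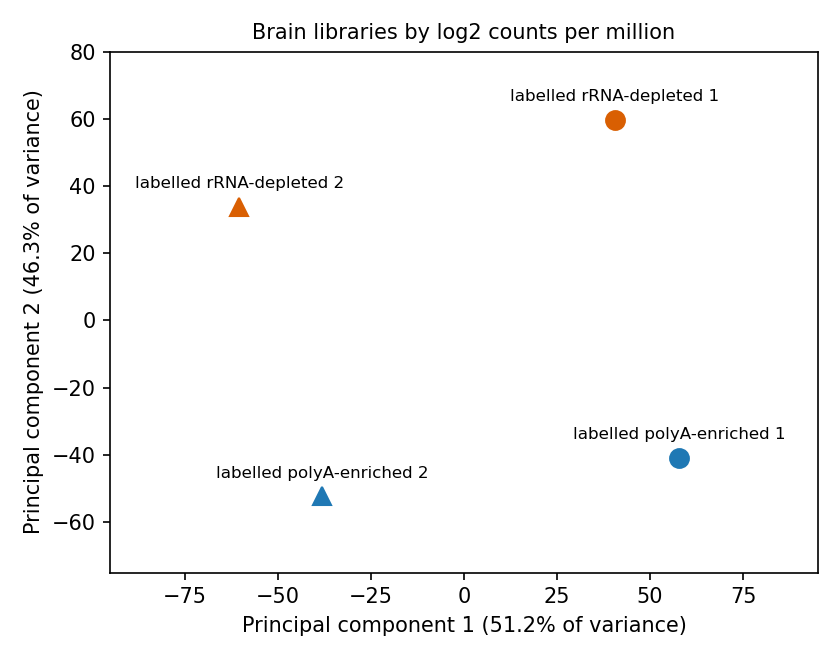
Principal components of the 4 brain libraries from TMM-normalized log2 CPM, with 1 point per library; circles are libraries numbered 1 and triangles libraries numbered 2. The horizontal axis (51.2% of variance) separates the numbers and the vertical axis (46.3%) the labels.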

We then performed differential expression analysis by comparing the rRNA count matrix to the polyA count matrix. 

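The snRNA 7SK gene, listed as snRNA:7SK and annotated as snRNA:7SKa, lies on chromosome 3R of dm6 from 7474553 to 7474996 on the minus strand. It had 105 counts in the library labelled rRNA-depleted 1, 12378 in rRNA-depleted 2, 121 in polyA-enriched 1 and 14595 in polyA-enriched 2. Its log2 fold change between the labelled groups was -0.18 (standard error 2.65, n = 2 libraries per group, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was -0.20 (standard error 0.11, adjusted p = 0.19 from the same edgeR test). The lncRNA CR43459, at 10093761 to 10101356 on the plus strand of 3R, had 287 and 6156 counts in the libraries labelled rRNA-depleted 1 and 2 and 349 and 6078 counts in those labelled polyA-enriched 1 and 2. The labelled groups differed by a log2 fold change of 0.06 (standard error 1.92), or -0.08 (standard error 0.10) with the block. Reads of the annotated miRNA genes mir-277 and mir-34, which overlap exons of CR43459, could have been shared with it. Hsromega, the hsr-omega lncRNA at 21296127 to 21317836 on 3R, had 4357 and 70707 counts in the libraries labelled rRNA-depleted and 5165 and 60724 in those labelled polyA-enriched, a log2 fold change of 0.24 (standard error 1.76), or 0.0024 with the block. The counts of scaRNA:MeU5-C46, in an intron of CG1142, were 21 and 959 in the libraries labelled rRNA-depleted and 23 and 879 in those labelled polyA-enriched. RpL38, a ribosomal protein gene on 2R from 4515388 to 4516458, went the opposite way with the number, with 3327 and 337 counts in the libraries labelled rRNA-depleted and 4061 and 296 in those labelled polyA-enriched. CG34208 had 1 and 0 counts in the libraries labelled rRNA-depleted and 24 and 0 in those labelled polyA-enriched, which is below the count minimum, and was not tested.

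For each of these 4 ncRNAs, the spread between libraries of the same label was larger than the difference between the labels, and no gene among them was called in either fit. Within the libraries numbered 2, the log2 ratio of the library labelled rRNA-depleted to the one labelled polyA-enriched was -0.27 for snRNA:7SK, -0.02 for CR43459, 0.18 for Hsromega and 0.09 for scaRNA:MeU5-C46. Within the libraries numbered 1 it was -0.25, -0.33, -0.29 and -0.18, in the same order. When the library labelled rRNA-depleted 2 was left out, the log2 fold change of snRNA:7SK fell to -6.42, and when polyA-enriched 2 was left out it rose to 6.00.

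**Figure D2:**
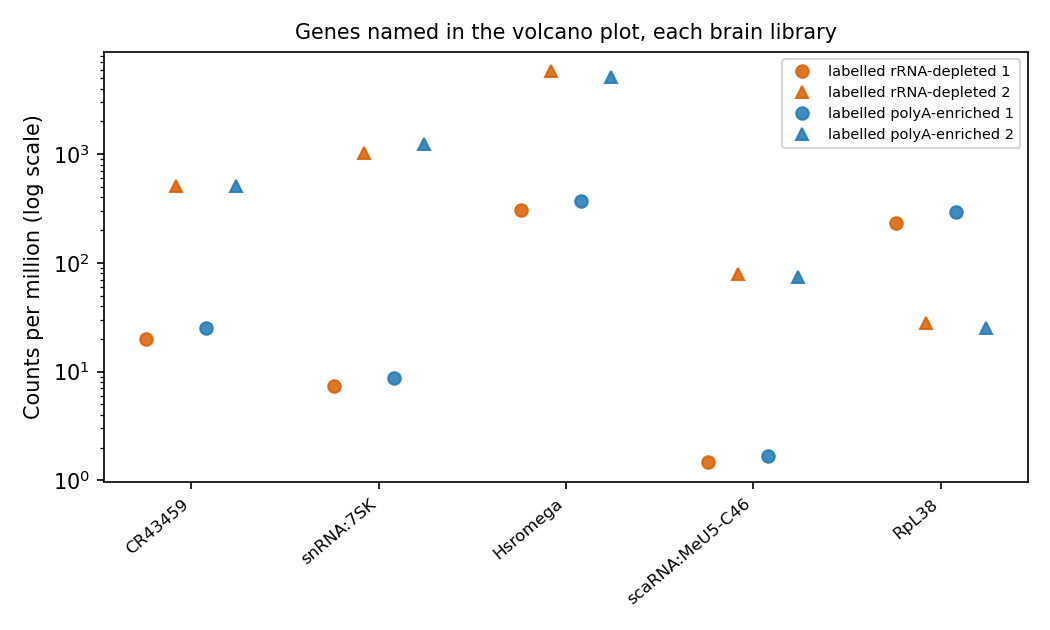
CPM on a log axis for 5 genes named in Fig. 3A, with 1 point per brain library; colour shows the label and shape the number (circle 1, triangle 2). For snRNA:7SK the circles lie at 7.35 and 8.75 and the triangles at 1019 and 1233 CPM, and for RpL38 the order is the opposite.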

A volcano plot illustrated the enrichment of RNAs in the rRNA-depleted samples, with several ncRNAs such as CR434459, snRNA:7SK, and hsr-omega prominently upregulated in rRNA-depleted samples ( Figure 3A). A list of these upregulated genes, including their log2 fold changes and adjusted p-values, can be found in Table S3. 

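Between the libraries labelled rRNA-depleted and polyA-enriched, edgeR's quasi-likelihood test called 0 genes higher and 0 genes lower, and the smallest Benjamini-Hochberg adjusted p-value was 0.061. At an unadjusted p-value under 0.05 there were 1103 genes, of which 1 was an ncRNA gene higher in the libraries labelled rRNA-depleted. With the replicate number as a block, 34 genes were higher and 1180 lower in the libraries labelled rRNA-depleted, with 14 ncRNA genes among the 34 and 20 among the 1180. Of those calls, 25 of the 34 and 1178 of the 1180 had the same direction in the pair numbered 1 and in the pair numbered 2. DESeq2, the tool named in the paper's methods, called 2 genes higher and 596 lower without the block, and none of the ncRNA genes was among the 2. All 598 of these were also called with the block, in the same direction. The paper compared the rRNA count matrix with the polyA count matrix in DESeq2. It reads the enrichment of ncRNAs under rRNA depletion from a volcano plot (Fig. 3A). A change over 2-fold at an adjusted p-value under 0.05 is its cut for the genes of the heat map (Fig. 3B).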

A heatmap to display the differences in enriched genes between the rRNA-depleted and polyA-selection samples is shown in Figure 3B.

**Figure 3.**
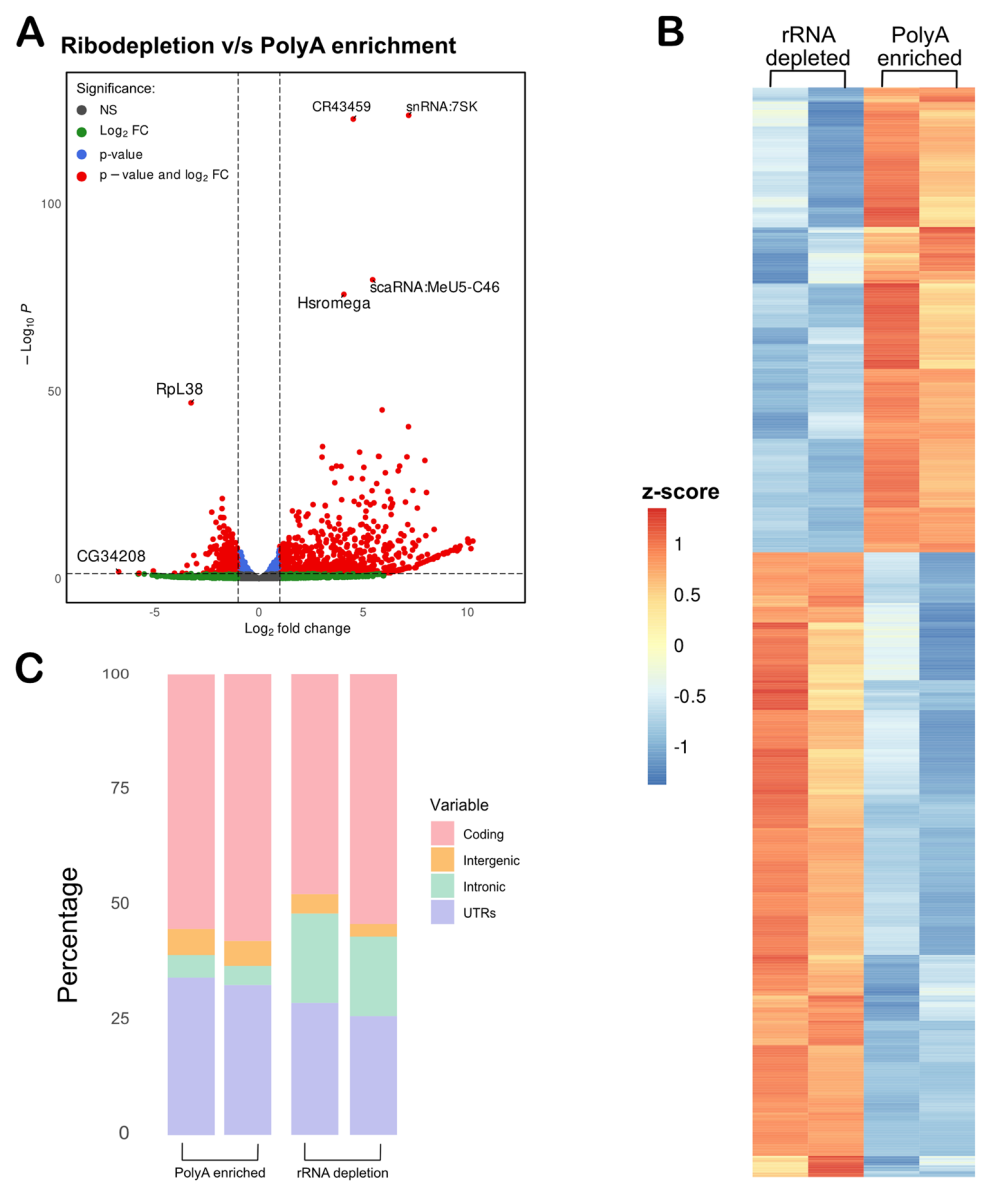
Non-coding RNAs were enriched in the rRNA-depleted samples. ( **A**) A Volcano plot showing RNA targets enriched in rRNA-depleted samples as compared to the polyA-enriched samples. ( **B**) Heat map of > 2-fold change enriched genes with < 0.05 padj value (Fold change values in Table S3). ( **C**) rRNA-depletion increased intronic coverage as compared to the polyA-enriched samples.

Furthermore, we classified the top 15 ncRNA, ranking them by log2 fold change while excluding those with adjusted p-values greater than 0.05. 

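In the labelled comparison, 0 ncRNA genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, so no ranking by log2 fold change could be made. With the replicate number as a block, a list of 15 was reached, holding 7 lncRNA, 7 snoRNA and 1 miRNA genes, and 3 of the 15 genes of Table 2 were in it. The first of the 3, snoRNA:Or-aca4, had a log2 fold change of 2.04 with the block (standard error 0.38, adjusted p = 9.1e-06 from the edgeR test). The others were CR44474 at 1.35 (standard error 0.42, adjusted p = 0.0086) and mir-317 at 1.01 (standard error 0.34, adjusted p = 0.016). These differences lie within the libraries numbered 2, because in the libraries numbered 1 the genes had no counts. Of the 15 genes of Table 2, 14 had 0 counts in both libraries numbered 1, and CR44070 had 1 count in the library labelled rRNA-depleted 1. In the libraries numbered 2 their counts ranged from 20 to 157. The gene mir-317 had 138 counts in the library labelled rRNA-depleted 2 and 71 in polyA-enriched 2, snoRNA:Or-aca4 144 and 36, CR44070 157 and 142, and CR44034 20 and 44.

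**Figure D3:**
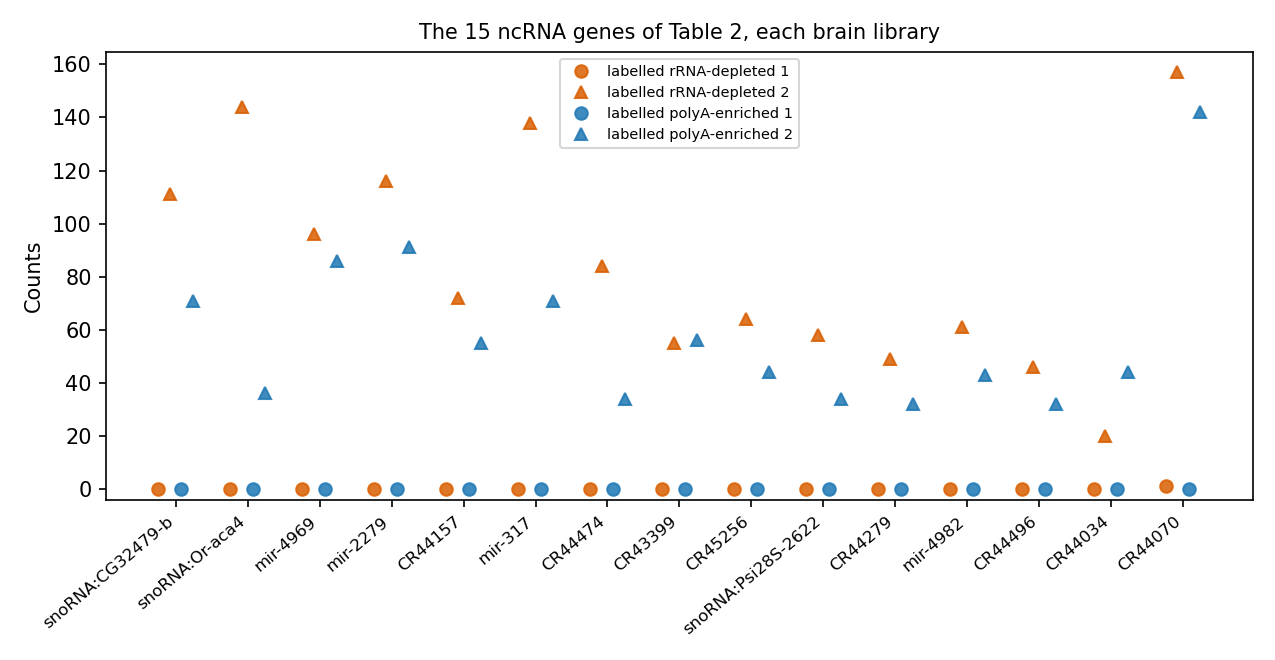
Counts of the 15 ncRNA genes of Table 2, with 1 point per brain library; colour shows the label and shape the number (circle 1, triangle 2). The circles lie at 0, apart from 1 count of CR44070, and the triangles between 20 and 157 under both labels.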

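Of the 15 genes in Table 2, 8 are lncRNA, 4 are miRNA and 3 are snoRNA genes. The lncRNA gene CR44157 lies on chromosome 3R of dm6 from 4673977 to 4674610 on the plus strand, within an intron of smash, a gene on the same strand. It had 72 counts in the library labelled rRNA-depleted 2 and 55 in polyA-enriched 2, and the labelled groups differed by a log2 fold change of 0.44 (standard error 2.65, adjusted p = 1.00 from edgeR's quasi-likelihood test). CR44474 lies on chromosome 2R from 19604695 to 19605295 on the minus strand, within an intron of sm, and had 84 and 34 counts in the same libraries. In all, 7 of the 8 lncRNA genes lie wholly within an intron of a gene on the same strand, whose unspliced RNA could have been counted on them. Tested as classes with camera, a competitive gene set test from limma, the 372 lncRNA genes had a median log2 fold change of 0.11 between the labelled groups (adjusted p = 0.048; 228 of 372 higher), against 0.04 for all genes tested. The 76 snoRNA genes had a median of 0.38 (adjusted p = 0.048; 58 of 76 higher) and the 27 miRNA genes a median of 0.36 (adjusted p = 0.18; 21 of 27 higher). The 10 snRNA and scaRNA genes had a median of 0.26 (adjusted p = 0.42; 9 of 10 higher). With the replicate number as a block, camera gave medians of 0.10 for lncRNA (adjusted p = 0.023), 0.37 for snoRNA (adjusted p = 0.0018), 0.35 for miRNA (adjusted p = 0.036) and 0.27 for snRNA and scaRNA genes (adjusted p = 0.21). Camera took its preset correlation between genes, which was not estimated here. Between the library numbers, 74 of 76 snoRNA genes moved together (median log2 fold change 4.27), a spread that the fit without the block leaves in. If the real correlation is higher than the preset, these adjusted p-values are too small. For snoRNA genes the median rested on which library was kept, as it ran from -2.62 without the library labelled rRNA-depleted 2 to 3.65 without polyA-enriched 2. The lncRNA median ran from -0.29 to 0.33 with the same libraries left out.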

Most of the identified ncRNA were long non-coding RNAs (lncRNAs), such as CR44157 and CR44474, followed by small nucleolar RNAs (snoRNAs) ( Table 2).

**Table 2.** Top 15 non-coding RNA.

Name	Classification
snoRNA: CG32479-b	sno RNA
snoRNA: Or-aca4	sno RNA
mir-4969	miRNA
mir-2279	miRNA
CR44157	lncRNA
mir-317	miRNA
CR44474	lncRNA
CR43399	lncRNA
CR45256	lncRNA
snoRNA: Psi28S-2622	sno RNA
CR44279	lncRNA
mir-4982	miRNA
CR44496	lncRNA
CR44034	lncRNA
CR44070	lncRNA

In addition to the detection of mRNA and ncRNA, rRNA depletion can capture nascent transcripts, and thus, there is a possibility of higher intronic sequences in rRNA-depletion as compared to polyA-enrichment samples ( Zhao *et al.*, 2018).To confirm this, we used Picard to assess coverage across different genomic regions in both rRNA depleted and polyA samples. Intronic sequences were notably more abundant in the rRNA depleted samples compared to the polyA samples ( Figure 3C). This observation suggests that, while not highly efficient, the rRNA depletion method can detect nascent mRNAs.

Given this, rRNA depletion can be considered a suitable approach for most studies, particularly considering the increasing recognition of the functional importance of ncRNAs. Unless the study specifically requires the detection of low-abundance mRNA targets, rRNA depletion offers a compelling alternative, enabling the exploration of both coding and non-coding RNA dynamics.

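To compare detection of mRNAs at equal depth, each brain library was drawn down at random to 11838449 counts, the smallest total, 20 times. Of the 13786 protein-coding genes listed, 8344 had at least 10 counts on average in the library labelled rRNA-depleted 1, 8632 in rRNA-depleted 2, 8956 in polyA-enriched 1 and 9136 in polyA-enriched 2. The draws of a library varied by an SD of at most 6.73 genes. The means of the labels differed by -558 genes. Both libraries labelled polyA-enriched were above both labelled rRNA-depleted, which in an exact two-sided permutation test of 2 against 2 libraries gives p = 0.33, the smallest p this design allows. At a minimum of 1 count the difference was -325.5 genes, and at 50 counts it was -507.5 genes. Of 43 marker genes of photoreceptors, fat body and muscle, 31 were called lower in the libraries labelled rRNA-depleted with the replicate block. The difference between the labels may thus hold tissue content and cannot be read as library type alone. Between the libraries numbered 2 and 1, a grouping chosen after seeing the data, the difference was 234 genes at 10 counts.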

## Discussion

Despite being a vital model organism, *Drosophila* has been largely overlooked when it comes to the development of rRNA-depletion kits. Most commercially available kits are specifically optimised for mammalian systems, primarily humans, mice, and rats (HMR). This bias has forced researchers working with *Drosophila* to adapt HMR-optimised kits for rRNA depletion in their studies. However, this approach is suboptimal due to significant differences between *Drosophila* and HMR rRNA structures, particularly the fragmented nature of the 28S rRNA in *Drosophila* compared to the single, continuous 28S rRNA found in mammals. These differences affect the efficiency of rRNA depletion in *Drosophila*, highlighting the need for a species-specific solution.

To fill this gap, we developed a *Drosophila*-specific rRNA depletion method. Although some laboratories have created rRNA depletion techniques for *Drosophila*, their complete probe sequences are unavailable, and their efficiency has not been thoroughly validated or compared to commercial kits ( Haugen *et al.*, 2024; Thompson *et al.*, 2020). Existing commercial kits often rely on biotinylated probes, which are inefficient for fragmented or low-quality RNA ( Culviner *et al.*, 2020). To address these challenges, we designed custom probes specifically targeting *Drosophila* rRNA and paired them with RNase H for efficient depletion. This approach is optimized to enhance efficiency and produces rRNA-depleted RNA suitable for diverse downstream applications, including qRT-PCR, microarray analysis, and NGS.

The NEB Probe Designer tool, used for designing rRNA probes, generates multiple probes with overlapping sequences. To minimize costs and avoid redundancy, these overlapping probes were manually reviewed and eliminated. Due to the short sequence of 2S rRNA (~30 nucleotides), the tool did not design a probe for it. All libraries were prepared using 100 ng of total RNA for poly(A)-selection method and 1 µg of total RNA for rRNA depletion. We did not observe 2S rRNA in our sequencing reads, as it might have been depleted in the RNA purification step following enzymatic digestions. 

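No gene for mature 2S rRNA was analysed here. The 2S rRNA pseudogene CR40677 is annotated on chromosome X of dm6 from 23205409 to 23205438, a feature of 30 bp, while reads of 100 bp were sequenced. Reads longer than the feature also reach into the flanking rDNA sequence, and read lengths after trimming are not known here. CR40677 had 286 counts in the library labelled rRNA-depleted 1, 2425 in rRNA-depleted 2, 309 in polyA-enriched 1 and 528 in polyA-enriched 2. As CPM these were 20.0 (95% Wilson confidence interval 17.8 to 22.5), 199.7 (191.9 to 207.8), 22.4 (20.0 to 25.0) and 44.6 (40.96 to 48.57), where the intervals cover counting error only. The library labelled rRNA-depleted 2 was 4.48-fold above the next highest, and the library labelled rRNA-depleted 1 was the lowest of the 4. The sequence is repeated in the rDNA, and the counts can include reads that match other copies.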

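In the libraries labelled rRNA-depleted, 8628 genes had at least 10 counts in both, and the log2 ratio of CPM between the libraries had an SD of 0.77 across these genes. The Spearman correlation across genes was 0.957, and 1213 genes (14.1%) differed over 2-fold. In the libraries labelled polyA-enriched the SD was 0.73 over 9180 genes, the correlation 0.959, and 1190 genes (13.0%) differed over 2-fold. Pairs with the same number and different labels had SDs of 0.82 for number 1 and 0.74 for number 2 and correlations of 0.956 and 0.962, and fewer of their genes, 9.78% and 9.33%, differed over 2-fold. Genes are not independent replicates, and with a single pair per label the difference between these values has no error of its own. At a minimum of 50 counts, the SD was 0.65 between the libraries labelled rRNA-depleted and 0.64 between those labelled polyA-enriched, against 0.57 for number 1 and 0.54 for number 2. The genes differing over 2-fold were then 11.4% and 10.5% within the labels, against 5.19% and 5.04% within the numbers.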

Importantly, the custom probe method produced reproducible results across both replicates.

Further, this method is best suited for the identification of ncRNA in fly tissues. 

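Over all classes but rRNA, ncRNA genes held 1.87% of the counts in the library labelled rRNA-depleted 1, 2.38% in rRNA-depleted 2, 1.89% in polyA-enriched 1 and 2.40% in polyA-enriched 2. The 95% Wilson confidence intervals were 1.863 to 1.877%, 2.374 to 2.391%, 1.880 to 1.895% and 2.394 to 2.412%. The means of the labels were 2.13% ± 0.36 (SD, n = 2) and 2.15% ± 0.36 (SD, n = 2), and their difference was -0.019 percentage points (exact two-sided permutation test, unpaired, p = 0.67, where 0.33 is the smallest p for 2 against 2). The SD holds the difference between the numbers. With the replicate number as a block, a comparison chosen after seeing the data, the library labelled rRNA-depleted was lower by 0.017 percentage points in pair 1 and by 0.021 in pair 2 (exact two-sided test over sign changes, p = 0.50, the smallest p for 2 pairs). The lncRNA genes held 1.86%, 2.14%, 1.87% and 2.14% of the counts, in the same order of libraries. For snoRNA genes the shares were 0.0047%, 0.047%, 0.0046% and 0.037%, and for snRNA and scaRNA genes 0.0018%, 0.127%, 0.0020% and 0.147%. The share of every one of these classes was higher in both libraries numbered 2 than in both numbered 1. The lncRNA noe alone held between 0.69% and 0.77% of the counts of a library, and without it the difference in ncRNA share between the labels was 0.023 percentage points.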

Differential analysis identified several ncRNAs, particularly lncRNAs, were significantly enriched in the rRNA-depleted samples compared to the polyA-enriched ones ( Figure 3A). Previous studies have reported that nascent mRNAs, which typically lack a polyA tail, are not efficiently detected using polyA-enriched samples ( Yang *et al.*, 2011; Zhao *et al.*, 2018). However, rRNA depletion allows nascent RNA detection from the intronic reads ( Figure 3C).

Interestingly, we also detected a few microRNAs (miRNAs) ( Table 2). 

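The count table had 237 genes classed as miRNA, 234 by the annotation and 3 by their symbol alone, and 147 of the 237 had 0 counts in all 4 brain libraries. At least 10 counts were found for 10 miRNA genes in the library labelled rRNA-depleted 1, 29 in rRNA-depleted 2, 9 in polyA-enriched 1 and 29 in polyA-enriched 2. The counts on all miRNA genes were 489, 1662, 446 and 1421, in the same order, and the highest count was 238, on let-7-C, which is classed by its symbol alone and has no position here. The annotation has a lncRNA gene let7C, with mir-100 and mir-125 in its exon, which may be the same gene. The totals hold its 41, 238, 44 and 205 counts, which may thus be those of a lncRNA. Of the 4 miRNA genes in Table 2, mir-4969 lies on chromosome 3R from 21798514 to 21798671 within an intron of CASK. The gene mir-2279 lies on chromosome 2R from 2552170 to 2552282 within an intron of MFS17, and mir-4982 on 2R from 18720169 to 18720287 within an intron of Hs3st-A. The fourth, mir-317, lies on 3R from 10091126 to 10091217 and is 92 bp long. The reads were of 100 bp, and the counts are on the annotated precursor genes of these miRNAs. The gene mir-2279 had 116 counts in the library labelled rRNA-depleted 2 and 91 in polyA-enriched 2, a log2 fold change between the labels of 0.40 with the replicate number as a block (standard error 0.33, adjusted p = 0.40 from edgeR's quasi-likelihood test).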

Given their small size (20–22 nucleotides), miRNAs are typically not expected in rRNA-depleted samples and require specialized sequencing protocols that include specific size-selection steps for enrichment. We hypothesize that these detected miRNAs may belong to a subset of highly abundant ones.

Despite these strengths, a few limitations of the method should be noted. Samples sequenced following rRNA depletion and mapping to the reference genome had a small percentage of reads that were too short to align effectively ("% of reads unmapped: too short"). These could be due to leftover rRNA fragments from depletion. Further STAR documentation does note that “poor sequencing quality, over-trimming, or contamination with ribosomal RNA fragments can yield reads classified as *too short to map*”. Despite this, we obtained mapping percentages of custom probes mediated rRNA depleted samples that were comparable to the polyA selection method ( Figure 2C).

These findings underscore the suitability of rRNA depletion for capturing both coding and non-coding RNA populations, including nascent RNA. Given the high-quality results observed, this method is a robust alternative to commercial kits, and we are confident that this custom probe-based rRNA depletion method will be used more often while sequencing *Drosophila* species as well as closely related insect transcriptomes.

## Ethical and consent statement

The experiments presented in the study were carried out at an appropriate biosafety level laboratory with institute biosafety approvals.

## Data Availability

NCBI Gene Expression Omnibus: RNA Sequencing data from NCBI GEO. Accession ID: GSE282990; http://identifiers.org/geo:GSE282990 ( Koppaka *et al.*, 2024a). The extended data from this study can be accessed from: Figshare: Efficient ribosomal RNA depletion from Drosophila total RNA for next generation sequencing applications. https://doi.org/10.6084/m9.figshare.28093562 ( Koppaka *et al.*, 2024b). The project contains the following extended data: Table S1: List of custom probes used for RNase H mediated rRNA-depletion Table S2: NGS data mapping details Table S3: Differential Expression analysis results Table S4: List of software used in the study Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

How the deposited data were processed for this re-analysis (not part of the article)

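Brain RNA of adult flies was sequenced after polyA enrichment and after rRNA depletion with custom probes and RNase H, with 2 libraries of each kind. The authors trimmed the reads with Trimmomatic, aligned them to dm6 with STAR, and deposited raw counts per gene from featureCounts, without normalization and without pooling of replicates. The paper's text does not name the gene annotation, the strand setting or the treatment of reads that match several places. Each column of the count table was assigned to a library by the library name in the sample labels, and 0 columns were left unassigned. The S2 cell libraries have labels but were not analysed here. The pairing of the libraries by number comes from the paper's methods, which state that the total RNA was split for both library types, and from the numbers in the library names.

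The count table had 16729 rows, of which 4 were left out: Dscam1 and para had no counts, and each was followed by a row of exon coordinates. A further 5 symbols had been changed into dates by a spreadsheet and were kept as they stood. Gene classes and positions were taken from the Ensembl annotation of the BDGP6 assembly, which has the coordinates of dm6. Of the 16725 genes used, 12510 were matched by symbol and 3991 by a single older symbol, 224 were not matched, and 113 could not be given a class. The total count per library was 14295047 and 12142737 in the libraries labelled rRNA-depleted 1 and 2, and 13821678 and 11838449 in those labelled polyA-enriched 1 and 2. Intervals on shares are 95% Wilson intervals, and the floor is 3 counts of a library's total; both cover counting error only.

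Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test on TMM-normalized counts, for genes with at least 10 counts in at least 2 libraries. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change over 1 or under -1. Standard errors are the log2 fold change divided by the square root of the test's F statistic. Gene classes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2. Its preset correlation between genes was kept and not estimated from these libraries. DESeq2 1.42.0 was the alternative tool. Other steps used Python 3.11.15 with numpy, scipy and pandas. The edgeR fits were tested on simulated data, in which 100% of 200 changed genes were recovered among 9589 to 9603 genes, with and without the replicate block, at most 15 other genes were called, and DESeq2 recovered 96.5% to 98.5% among 9737 genes. The simulated counts had the same spread for every gene and no difference between the library numbers, so these shares do not give the power of the tests on the real libraries.

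The following were set before the data were examined: the sample mapping, the tests, the replicate block as an alternative, other normalizations (DESeq2 size factors, library totals, TMM factors from protein-coding genes), no filter or at least 10 counts in all 4 libraries, a stricter threshold of 0.01, no fold change threshold, removal of rRNA genes, gene class from the symbol prefix, and leaving out each library. The rule for the genes named in the text, also set then, was every gene the paper names in Fig. 3A and Table 2, the 5 genes called with the largest change in each direction, of which there were none as no gene was called, and the 3 genes with the largest share of counts in the libraries labelled rRNA-depleted, which were IA-2, noe and Atpalpha. The genes of the list with the replicate block, of the marker lists and of the rRNA loci are outside this rule. Grouping the libraries by their number was added after the data were seen. With 2 libraries against 2, an exact two-sided permutation test cannot go below 0.33. GC content was not checked, since the genome sequence was not used here.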

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

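All the tests of explanations in this part were chosen after the results they bear on had been seen.

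The first result is a difference between libraries that carry the same label. Grouped by the number in the library name, which is a label and not a measured value, 811 genes differed between the libraries numbered 2 and those numbered 1 in edgeR's quasi-likelihood test, 575 higher and 236 lower, while the labelled groups gave 0 genes in the same test (1103 genes at an unadjusted p-value under 0.05). The third way of dividing the 4 libraries 2 and 2 gave 0 genes, and 0 genes at an unadjusted p-value under 0.05. Of the 491 ncRNA genes tested, 116 (23.6%) were higher in the libraries numbered 2, against 458 of 9144 protein-coding genes (5.01%). The median log2 fold change between the numbers was 4.27 for snoRNA genes (74 of 76 higher) and 5.18 for snRNA and scaRNA genes (10 of 10 higher), and -1.02 for ribosomal protein genes (83 of 84 lower). A difference in library size was tested by drawing every library down to 11838449 counts, which left 793 genes. The 20 genes with most counts held 6.86% of the counts on average, and without them 808 genes differed. That same-numbered libraries are 1 library deposited under 2 names was tested by chi-square on their counts, and the smaller value per degree of freedom was 60.5, far above sampling noise. Longer protein-coding genes were higher in the libraries numbered 2 (Spearman's rho 0.52 across 9132 genes, which are not independent). In a fit of these genes alone, 641 differed, and with the trend on length removed from each library 0 did. A single smoothing span was used. After this removal, 2223 of the 9132 genes still had an unadjusted p-value under 0.05. For protein-coding genes, an effect of gene length may account for part of the pattern, and these values argue against it accounting for all. What causes the trend was not tested, and ncRNA genes were not in this fit. For the ribosomal protein genes, 10000 random lists of protein-coding genes in their length range, not matched on expression, were drawn. The typical median of the lists was -0.43 and the lowest -0.72, and 0 of the 10000 were as low as the ribosomal protein genes. Length may account for part of the difference of the ribosomal protein genes, and these values argue against it accounting for all. Another candidate explanation that these tests left standing is that the names of 2 of the libraries were exchanged, so that the number stands for the library type. Of the 21 genes the paper names, 21 lay apart between the numbers in the direction of Fig. 3A and Table 2. There was no overlap between the libraries, and 0 of the genes lay apart between the labels. Chance gives this for 1 in 6 genes when 2 libraries are set against 2 with a given direction. The paper picked these genes from its own comparison of these libraries, so that rate does not apply to them. The condition of each library was left as labelled. The explanation is a hypothesis found and tested on the same counts.

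The second result is a set of 1180 genes lower in the libraries labelled rRNA-depleted when the replicate number was a block in the edgeR fit, against 34 higher. Drawing the libraries down to equal depth left 1109 lower and 19 higher, so the higher calls depended more on depth. Leaving out the 20 genes with most counts left 1179 lower and 34 higher. Library type was tested on snoRNA genes, which lack a polyA tail: their median log2 fold change with the block was 0.37, and as a class they were higher (camera, adjusted p = 0.0018; 57 of 76 higher). In the libraries labelled rRNA-depleted 1 and polyA-enriched 1, 14 and 13 snoRNA genes had at least 10 counts. In the libraries numbered 2 these were 105 and 84, so the class difference rests mostly on the pair numbered 2. For the 10 snoRNA genes with at least 10 counts in all 4 libraries, the median without the block was 0.16 (camera, adjusted p = 0.63). The class difference leaves a part for library type open. However, snRNA:7SK, which also lacks a polyA tail, was at -0.20 with the block (adjusted p = 0.19), and the snRNA and scaRNA genes had a median of 0.27 that did not pass the threshold (adjusted p = 0.21). RNA of other tissue was tested with lists of marker genes of photoreceptors, fat body and muscle, leaving out the 6 that had been seen among the most changed genes before the lists were written. Of the 43 markers tested, 31 (72.1%) were called lower, against 12.1% of all genes tested, and of 17 neuronal markers 0 were. The median log2 fold change with the block was -2.50 for photoreceptor markers (16 of 22 lower), -3.63 for fat body markers (8 of 8 lower), -4.02 for muscle markers (13 of 13 lower) and 0.33 for neuronal markers (17 of 17 higher). Eye, fat or muscle tissue left on some of the brains before extraction is a candidate source of the difference, as a hypothesis. It would require that the labels part the libraries by extraction, while the paper states that each total RNA was split for both library types. Between the numbers, the medians of these markers were 0.05, 0.22 and -0.0084 for photoreceptors, fat body and muscle (camera, adjusted p = 0.97 for each).

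The other results are counts on rRNA pseudogenes, which the paper does not discuss, above the level in the libraries labelled polyA-enriched. The 18S rRNA pseudogene CR41602, on chromosome X from 23211192 to 23213166, had 2606 CPM in the library labelled rRNA-depleted 2, against 315.1 in rRNA-depleted 1 and 325.6 and 333.6 in those labelled polyA-enriched. The 2S rRNA pseudogene CR40677 had 199.7 CPM in the same library, against 22.4 and 44.6 in those labelled polyA-enriched. All 5 rRNA loci with any count were highest in the library labelled rRNA-depleted 2, by a factor of 1.41 over the next library for the 5.8S rRNA gene and of up to 7.81 for CR41602. This is what more rRNA left in that library would give, and it may be the explanation. The sequences are repeated in the rDNA, so the counts cannot be told apart from reads of the rRNA genes themselves, and no biological explanation was tested.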

How the results depend on the processing

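Apart from the grouping by library number and the paired ncRNA share, which were chosen after the data were seen, the alternatives were set before the data were examined. In the labelled comparison, 0 genes were called higher or lower with DESeq2 size factors, library totals or TMM factors from protein-coding genes in place of TMM normalization, with rRNA genes removed, at an adjusted p-value under 0.01 and with no fold change required, and between 1080 and 1147 genes had an unadjusted p-value under 0.05 in these fits. Other choices changed the counts. DESeq2 called 2 genes higher and 596 lower. With no filter on low counts 255 genes were lower, and with at least 10 counts in all 4 libraries 153 genes were lower, with 0 higher in both. The replicate block gave 34 genes higher, 1180 lower, 14 ncRNA genes higher and 7 lncRNA genes among the top 15 ncRNA genes. That the block removed the spread between the numbers is shown by the standard error of snRNA:7SK, which was 2.65 without and 0.11 with the block; the cause of the other changes was not tested.

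With the libraries grouped by number, edgeR called 575 genes higher and 236 lower, 116 ncRNA genes higher, and 8 lncRNA genes among the top 15. DESeq2 on the same grouping called 643 higher and 401 lower, 154 ncRNA genes higher and 6 lncRNA genes among the top 15. With the label as a block the counts were 1026, 528, 230 and 6. Between the fits with edgeR and DESeq2, 764 genes were called in the same direction.

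Among gene classes, the lncRNA median kept its direction and an adjusted p-value under 0.05 with the replicate block, library totals, the stricter filter and the grouping by number, with medians from 0.04 to 0.23. The ribosomal protein genes did as well, from -1.02 to -0.45. The adjusted p-values of all classes rest on camera's preset correlation between genes. With at least 10 counts in all 4 libraries, the snoRNA median was 0.16 and no longer past the threshold (adjusted p = 0.63; its range over the other alternatives was 3.3e-25 to 0.016), and the snRNA and scaRNA median changed sign to -0.032. The miRNA median, 0.35 with the replicate block, then passed the threshold. With groups by number the snRNA and scaRNA median was 5.18 and the miRNA median 3.93, both past the threshold. Across the 4 fits that each left out a library, the snoRNA median ran from -2.62 to 3.65, the snRNA and scaRNA median from -4.35 to 4.63, the miRNA median from -2.73 to 2.67, the lncRNA median from -0.29 to 0.33 and the ribosomal protein median from -1.17 to 0.16.

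The difference in ncRNA share between the labels, -0.019 percentage points, changed sign to 0.023 without noe, the ncRNA gene with most counts, and to 0.514 between the numbers, and ran from -0.277 to 0.239 when each library was left out. The difference in rRNA share moved from 0.00022 to 0.133 percentage points once rRNA pseudogenes were counted. The SD of the log2 ratio between the libraries labelled rRNA-depleted moved from 0.77 to 0.65 at 50 counts and to 0.72 over protein-coding genes. At equal depth the difference in protein-coding genes detected was -325.5 at a minimum of 1 count. Between the libraries numbered 2 and those numbered 1, this difference was 234 at a minimum of 10 counts, 261.5 at 1 and 83.5 at 50. The cause of these changes was not tested.

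Among the 23 named genes that passed the filter, CR43459 changed sign to -0.032 with library totals, -0.0027 with no filter, -0.027 with counts in all 4 libraries and -0.079 with the replicate block. CR43399 changed sign to -0.063 with library totals and -0.036 with no filter, and noe to 0.049 with DESeq2, 0.039 with its size factors and 0.024 with no filter. Grouping by number changed the sign of snRNA:7SK to 7.201, of CR44034 to a lower bound of 2.92, of IA-2 to -0.080, of noe to 0.0052 and of Atpalpha to -0.31, and 17 others were then called. With the replicate block 3 others were called. Leaving out a library gives no test here, and left out in turn, the library labelled rRNA-depleted 2 moved 19 of the 23 values by more than the spread between libraries and polyA-enriched 2 moved 20.

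The fit of all 6 libraries, the comparison of the S2 libraries and that of brain with S2 were not run, as the S2 libraries were not analysed here. The replicate SD has no value with a library left out, the mitochondrial genome had no genes in the table, and the histone genes were too few to test as a set. Depth limits the Table 2 genes, whose highest count was 157, and CG34208, whose highest count was 24.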

Differences from the paper's values

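The paper's Fig. 3A shows a log2 fold change of about 7.2 for snRNA:7SK, and the value between the labelled groups was -0.18. For CR43459 the figure shows about 4.5 and the labelled groups gave 0.056, and for Hsromega about 4.1 against 0.24. For scaRNA:MeU5-C46 it shows about 5.4 against 0.17, and for RpL38 about -3.3 against -0.26. The figure was read by pixel position after the fits grouped by number had been seen, so the reading was not blind. Of the alternatives set before the data were examined, leaving out the library labelled polyA-enriched 2 moved snRNA:7SK to 6.00, CR43459 to 3.51, Hsromega to 3.17, scaRNA:MeU5-C46 to 4.72 and RpL38 to -1.03. These lie within the SD between libraries of the same label, 2.34 to 5.03, of the figure's values, but that SD holds the difference between the numbers and is a wide allowance. Leaving out rRNA-depleted 1 did so for RpL38 alone, at -2.39, and leaving out either of the other libraries did so for none. DESeq2, DESeq2 size factors, library totals, TMM factors from protein-coding genes, no filter, counts in all 4 libraries, the replicate block, removal of rRNA genes and the stricter threshold did not close the gap for any of the 5. Grouping the libraries by number, which was chosen after seeing the values, gave 7.201 for snRNA:7SK, 4.57 for CR43459, 4.09 for Hsromega and -3.24 for RpL38, within the much smaller SD between same-numbered libraries, 0.095 to 0.19, of the figure's values, and 5.68 for scaRNA:MeU5-C46, outside its SD of 0.095. Since the allowances differ, the number of genes within them does not rank these settings. DESeq2 on that grouping gave 7.14, 4.51, 4.04, -3.296 and 5.63, in the same order, and with the label as a block edgeR gave 7.202, 4.58, 4.09, -3.23 and 5.68.

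The paper ranks the top 15 ncRNA with an adjusted p-value under 0.05, and the labelled groups gave 0 such genes that were higher. The replicate block gave 15, of which 3 are in the paper's Table 2, and none of the other alternatives set before the data were examined gave any. The grouping by number, chosen after seeing the values, gave 15 with edgeR, DESeq2 and the label as a block, of which 13, 12 and 13 are in Table 2, and it called 14, 15 and 15 of the Table 2 genes.

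The paper names CR43459, snRNA:7SK and hsr-omega as upregulated in rRNA-depleted samples. Its text prints the first symbol with an extra digit, which was taken here as CR43459. None of these genes was called between the labelled groups under any alternative set before the data were examined. All 3 were called higher in the libraries numbered 2. The paper's Fig. 3A shows CG34208 as lower in the rRNA-depleted samples. Its counts were 1, 0, 24 and 0, and its log2 fold change in DESeq2 was -4.40 between the labelled groups (adjusted p = 1.00) and -5.80 between the numbers (adjusted p = 0.22). The paper describes lncRNAs as the largest class of Table 2, followed by snoRNAs, while the table as printed lists 8 lncRNA, 4 miRNA and 3 snoRNA genes.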

Other observations

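The tests in this part were chosen after the results they bear on had been seen. The 5 tests on gene positions were adjusted together by the Benjamini-Hochberg method.

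Of the 8 lncRNA genes in Table 2, 7 lie wholly in an intron of a gene on the same strand, against 47 of the 358 other placed lncRNA genes tested (Fisher's exact test, p = 7.6e-06, adjusted p = 1.9e-05), so the position is not common among lncRNA genes that could be counted. Gene length may account for part of this but did not account for all of it. Of the 46 other lncRNA genes between 562 and 806 bp long, 15 (32.6%) lie in such introns (Fisher's exact test, p = 0.0056, adjusted p = 0.0069), against 13.1% of the 358. Among lncRNA genes outside Table 2, 28 of the 55 higher in the libraries numbered 2 lie in such introns, against 19 of the other 303. The 54 intronic lncRNA genes had a median log2 fold change of 4.39 between the numbers, and the 312 others 0.08. Reads from the introns of unspliced host RNA, which the paper describes as a feature of rRNA-depleted samples, are a candidate source of these counts. If so, the level of an intronic lncRNA might follow that of its host, but across 40 pairs in the libraries numbered 2 Spearman's rho was 0.19 and Pearson's r -0.11 (permutation test, p = 0.23, adjusted p = 0.23). As host levels here count mostly spliced RNA, this leaves the question open, and the counts cannot be told apart from lncRNAs expressed on their own.

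A similar hypothesis was tested for the miRNA genes. Of the 25 with at least 10 counts in both libraries numbered 2, 19 (76%) lie in an intron of a gene on the same strand, against 77 of the 209 others (36.8%; Fisher's exact test, p = 0.00036, adjusted p = 0.0006). The others include genes within exons of another gene on the same strand. Of these, mir-276a and mir-8 had 0 counts in every library, while mir-1001, in an exon of tau, had up to 80. Reads on such genes may have been left out or given to the other gene, as the paper does not state how these were counted. The difference could come from the counting alone, so this test does not decide whether the counts come from host introns. Mature miRNA levels were not analysed here, so the paper's proposal that the miRNAs are abundant ones was not tested.

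The hypothesis that the names of 2 libraries were exchanged was tested with the 21 genes the paper names. All 21 lay apart between the numbers in the paper's direction, but the paper picked them from its own comparison of these libraries. Other values also go with it, though all were seen in the same counts. Between the numbers the snoRNA genes, taken as a class, had a median log2 fold change of 4.27 (74 of 76 higher). There snRNA:7SK was at 7.201, against about 7.2 in Fig. 3A and -0.18 between the labels. The value of scaRNA:MeU5-C46, 5.68 against about 5.4, lay outside its SD. Under this hypothesis, the libraries of a label would differ in type and share an extraction.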
